A study of Mus musculus with 2040 samples.

How the data were processed

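Per the labels, single SYFP2-positive cells from brains of C57Bl/6J mice were flow sorted into SMARTerv4 buffer, and each library is 1 cell from a mouse given 1 enhancer-AAV, that is, a virus whose fluorescent reporter is driven by the named enhancer or promoter. The labels name the enhancer, the mouse, the dissected tissue and the sort plate of each cell. The tissues are VISp (the usual abbreviation of primary visual cortex), CBX (cerebellar cortex) and MB/HB (midbrain and hindbrain). The mouse was taken as the replicate, so cells of 1 mouse were never treated as independent samples in a test.

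The deposited table holds counts scaled to a fixed sum per cell (CPM) with 1 line per cell and 32245 gene columns. The labels' protocols give no normalization, so this unit was tested on the file. Every line summed to 1000000. All 9484843 positive values were whole multiples of the value of 1 read in their line, within 0.001 reads, so the depth of each cell could be recovered. All gene columns were read for these sums, for depth and for genes detected. Everything else used 5000 gene columns: 94 genes fixed before the data were examined as markers or genes of interest, 231 further curated genes, and 4675 genes drawn at random. This panel was drawn after the table had been opened. The other 27245 columns were not used here, so counts of genes refer to the panel, and counts among the random genes are given beside them. The panel carried a median of 41.5% of the reads of a cell. The unit of the deposited CPM columns outside the gene lists fixed beforehand was tested on these sums and read steps alone. No column for the reporter was used.

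Cells with fewer than 500 genes detected were to be left out, and 0 of the 2040 cells were. The depth was a median of 434102 reads per cell (57873 to 1455022), and a median of 4436 genes was detected. Intervals on shares are exact (Clopper-Pearson) 95% intervals, and the limit that a count of 0 allows is 3 cells of the total; both cover counting error only.

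Cell classes were rebuilt, since no annotation was used here. The 2000 most variable panel genes on the log2(CPM + 1) scale were reduced to 30 principal components, cells were joined to their 15 nearest neighbours, and the graph was clustered by the Leiden method at resolution 1 (leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, Python 3.11.15). A cluster was named after the marker list, of 10 lists fixed before the data were examined, with the highest mean over its cells. At least 3 markers of that list had to be detected in most cells of the cluster, and its top 10 genes could not hold more markers of another list than of its own. These names are given as "astrocyte-like", "oligodendrocyte-like" and "neuron-like". Doublets were not called by a separate tool. Instead, clusters in which more than 50% of the markers of another list were also detected stayed unnamed, a rule set after the clusters had been seen.

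The top genes of a cluster were ranked by the difference of mean log2(CPM + 1). This definition was taken after 2 definitions of fold had been looked at and had given different names. Under the other, the ratio of mean CPM, 7 clusters with 377 cells stayed unnamed, among them the cluster that holds most MB/HB cells. A class called in each cell by its highest marker list, planned beforehand, uses neither clusters nor folds. It gave the cluster-based class in 1963 of the 1982 cells of named clusters.

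Shares of cells were computed per mouse. Differences among enhancers were tested on the 32 mice of the 15 enhancers with at least 2 mice. The between-enhancer share of the variance, eta squared, was set against 100000 reassignments of mice to enhancers in a two-sided permutation test. Enhancers with 1 mouse have a share and an interval and no test. The 4 differences between same-numbered enhancers were planned without a test, since 1 or 2 mice per enhancer cannot reach a p of 0.05 in an exact test. A contrast with the spread pooled over enhancers was possible for the pairs with 2 mice per enhancer and was not made.

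Gene levels were compared between mice with at least 10 cells of the class. CPM was averaged over the cells of the class in each mouse and expressed as log2(mean CPM + 1). Genes with a mean CPM of at least 1 in at least 2 mice were tested with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with an intensity trend, two-sided), with Benjamini-Hochberg adjustment at 0.05. A count model had been planned before the data were examined and was replaced, since no count model was used on a table deposited as CPM. Recovered reads served for depth, thinning, sex genes and an alternative that sums reads. Genes called in the tissue and MBP_promoter contrasts are given as percent of the genes tested, a form taken after the numbers had been computed. Fold changes on this scale understate the change of low genes. The 3 tissues shared 1 model, so the spread was estimated over all 25 mice and taken as equal in the 3 tissues. Among VISp enhancers an F-test over enhancers was made in each class, and GFAP_promoter and MBP_promoter were each set against the unweighted mean of the other enhancers.

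The genes named were chosen by a rule fixed beforehand. In contrasts of 2 sides these are the 4 genes with the largest positive and the 4 with the largest negative log2 fold change among genes past the threshold, with a mean log2 level of at least 4 and mouse values that do not overlap between the sides. In F-tests they are the 5 genes with the smallest p at that level. A list of 10 genes for tissues and a list of 6 genes for oligodendrocyte-like cells, with Gfap and Mbp for the promoters, were always reported.

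The models were tested on simulated data in which 200 panel genes were changed by 2 on the log2 scale. Values of a gene were drawn from a normal distribution with the same mean and residual SD in all mice and no floor. In F-tests the genes were changed in a single vector. For CBX versus VISp, 49.6% of these were recovered among 3937 genes, for MB/HB versus VISp 70.4%, and for CBX versus MB/HB 35.3%. The F-test recovered 11.1% in astrocyte-like cells (3646 genes) and 37.0% in oligodendrocyte-like cells (3272 genes). The GFAP_promoter contrast recovered 45.5% and the MBP_promoter contrast 49.6%. False calls made up 2.53% to 5.18% of the calls. Because these draws follow the assumptions of the model, the rates do not cover unequal spread between groups or genes at the floor.

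Alternatives planned before the data were examined were cluster resolutions of 0.5 and 2, the class called per cell, the same call after thinning to 50000 reads, a minimum of 1500 genes, 5 or 20 cells per mouse, no filter on low values, plates with the AB prefix alone, the plate prefix as a covariate, and leaving out each mouse in turn. Alternatives chosen after the data were seen were pseudocounts of 0.1 and 4 CPM, summed reads, median-of-ratios scaling, the mean of log2 over cells, both changes to the naming of clusters, the cluster resolutions in the gene models, the sort plate as a covariate, and leaving out cells that carry other-type RNA. The last are cells with at least 3 endothelial or at least 3 mural markers, or astrocyte-like cells with at least 6 oligodendrocyte markers.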

Results

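RNA was profiled in single sorted cells from 47 mice, each given 1 of 30 enhancer or promoter AAVs. VISp was dissected in 41 mice (27 vectors, 1785 cells), MB/HB in 4 mice (2 vectors, 39 to 48 cells per mouse) and CBX in 2 mice (1 vector, 81 cells). Of the vectors, 15 were given to 1 mouse, 13 to 2 mice and 2 to 3 mice. No vector was used in more than 1 tissue. A mouse contributed 13 to 63 cells, and 2 mice exceeded the stated maximum of 48. Depth had a median of 434102 reads per cell, with medians of 433470 reads in the 38 mice on plates with the AB prefix and 436258 in the 9 mice on plates with the SM prefix. Replicate mice of 1 vector both on SM plates did not occur, so shares within that batch have no between-mouse value. Genes are identified by the symbols of the deposited table, which carries no coordinates.

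The cells formed 16 clusters. Astrocyte-like clusters held 959 cells (47.0%), oligodendrocyte-like clusters 923 cells (45.2%) and neuron-like clusters 100 cells (4.90%). The remaining 58 cells (2.84%) lay in 3 unnamed clusters that carried markers of more than 1 class. These names were rebuilt from marker lists and are not the authors' annotation. One astrocyte-like cluster, from 15 mice, was led by Ccn1, and ranking by the ratio of mean CPM placed the immediate-early genes Fos and Nr4a1 among its top genes.

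The first comparison asked which cell class each vector labelled. Astrocyte-like cells were the largest class for 15 vectors, with mean shares from 73.5% to 100% (median 95.02%), and 11 of these reached at least 90%. Oligodendrocyte-like cells were the largest class for 14 vectors, with mean shares from 86.7% to 100% (median 95.4%), and 11 reached at least 90%. For MBP_promoter, neuron-like cells were the largest class on average, at 50.6% ± 13.3 (SD, n = 2 mice), and oligodendrocyte-like cells made up 47.3% ± 13.5 (SD, n = 2). Its MouseID-638254 had 29 oligodendrocyte-like and 21 neuron-like cells of 51, and its MouseID-651227 had 17 and 27 of 45.

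The lowest astrocyte-like shares among vectors led by that class were 73.5% ± 16.3 (SD, n = 2) for eHGT_374m, 76.9% for eHGT_373m and 79.1% ± 8.97 (SD, n = 2) for eHGT_381h. The value of eHGT_373m rests on 1 mouse with 13 cells, with an exact 95% interval of 46.2% to 94.96%. In eHGT_374m, the neuron-like share was 30.95% in 1 mouse and 7.50% in the other. The CBX vector eHGT_375m gave 100% astrocyte-like cells in both mice, of 43 and 38 cells. Among vectors led by oligodendrocyte-like cells, the lowest share was 86.7% for eHGT_391h, in 1 mouse. In its 45 cells 0 were astrocyte-like, which allows a share of up to 6.67%. Unnamed clusters held at most 15.4% of the cells of a vector on average, in eHGT_373m.

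**Figure D1:**
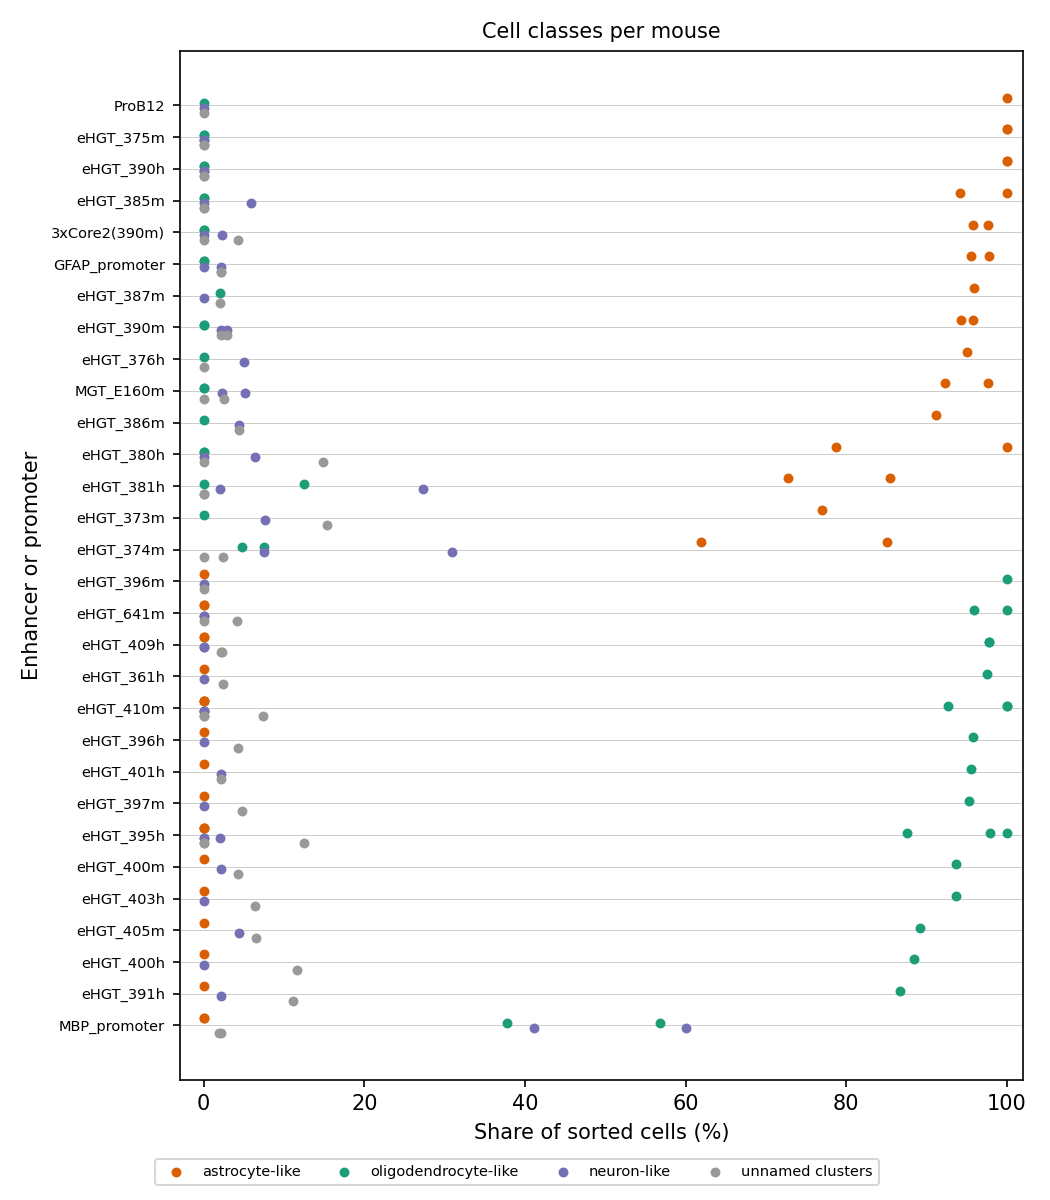
Share of sorted cells (%, horizontal axis) in each cell class for each enhancer or promoter (vertical axis), with 1 point per mouse and class. Astrocyte-like shares of the upper 15 vectors averaged 73.5% to 100%, oligodendrocyte-like shares of the next 14 averaged 86.7% to 100%, and MBP_promoter had both oligodendrocyte-like and neuron-like cells in each of its 2 mice.

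Differences among vectors were set against the spread between mice in the 32 mice of 15 vectors. The vector accounted for 0.991 of the variance of the astrocyte-like share (eta squared, permutation p 2.0e-05) and for 0.994 of that of the oligodendrocyte-like share (permutation p 2.0e-05). The smallest p that the 100000 reassignments can give is 1.0e-05. For the share of cells outside both classes it was 0.805 (permutation p 0.0121). This last value rested on MBP_promoter MouseID-651227, without which it was 0.684 (permutation p 0.0739). Adjusted over these 3 tests by the Benjamini-Hochberg method, the p-values were 3.0e-05, 3.0e-05 and 0.0121. Within AB plates the eta squared values were 0.987, 0.991 and 0.795. The mean astrocyte-like share was 73.5% to 100% for astrocyte-led vectors and 0% for all others tested. The values for the astrocyte-like and oligodendrocyte-like shares therefore mainly reflect which class a vector labels. Differences among vectors led by the same class were not tested separately. The alternative that moved the astrocyte-like value most, a cluster resolution of 2, gave 0.985. The SD between mice of 1 vector in its largest class had a median of 3.79 percentage points and ranged from 0 to 16.3. For this spread, the cells of MBP_promoter outside both glial classes were taken as 1 class.

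Vectors that share a number in their names were compared in 4 pairs, without a test. The astrocyte-like share of eHGT_390m was 95.02% ± 1.03 (SD, n = 2), and that of eHGT_390h was 100% in both of its mice. The difference of -4.98 percentage points was larger than the SD between mice, combined over both vectors, of 1.03, in which eHGT_390h counts as 0. The exact 95% intervals of the mice overlapped, at 80.8% to 99.3% and 85.5% to 99.5% for eHGT_390m and from 92.1% and 92.3% up to 100% for eHGT_390h. The share of 3xCore2(390m) was 96.7% ± 1.36 (SD, n = 2), and the difference of eHGT_390m from it, -1.69 points, was within the SD between mice, combined over both vectors, of 1.71. The oligodendrocyte-like share was 100% for eHGT_396m and 95.7% for eHGT_396h, a difference of 4.26 points against a combined one-sided width of the exact intervals of 8.08 points. For eHGT_400m and eHGT_400h the shares were 93.6% and 88.4%, and the difference of 5.24 points was below their combined one-sided interval width of 13.3 points. These last 4 vectors had 1 mouse each, so neither difference was detectable at this number of cells. In both pairs the first vector was on SM plates and the second on AB plates, so vector and plate batch cannot be separated.

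The second comparison asked how astrocyte-like cells of the 3 tissues differed. Tissue and vector cannot be separated, because each vector was used in 1 tissue. The kind of astrocyte-like cell cannot be separated from tissue either. When cells were clustered without Gdf10, 79 of the 81 CBX cells fell in 1 cluster of 85 cells. Of 3937 panel genes, limma with Benjamini-Hochberg adjustment called 13.2% between CBX (2 mice) and VISp (19 mice), 6.35% higher and 6.81% lower in CBX. Of the 3642 random genes tested, 11.1% were called. Without CBX MouseID-614198 the percentage of tested genes called was 7.92%, and without MouseID-651221 it was 7.35%. The alternative that moved it most, the mean of log2 values over cells, gave 38.6% of 2708 genes, with the median of all genes shifted by 0.43. Between MB/HB (4 mice) and VISp, 14.9% of the 3937 genes were called, 8.31% higher and 6.58% lower in MB/HB, and 12.3% of the random genes. Between CBX and MB/HB, 11.2% were called, 4.83% higher and 6.38% lower in CBX, and 9.28% of the random genes. Without MouseID-614198 this percentage was 6.00%, and without MouseID-651221 it was 5.72%. Within AB plates, 12.9%, 13.5% and 10.7% of 3911 tested genes were called in the 3 contrasts. With the sort plate as covariate, 10.8%, 10.4% and 8.05% of the 3937 genes were called. In that fit MB/HB rests on the eHGT_381h mice, because the main plate of both MGT_E160m mice was that of no other mouse.

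Both contrasts with MB/HB depend on how clusters were named. Under the ratio of mean CPM only 6 MB/HB cells were astrocyte-like, and no value could be had. With the class called in each cell, 13.2% of 3915 genes were called against VISp and 11.4% between CBX and MB/HB. RNA of other cell types was detected in 17.2% of MB/HB astrocyte-like cells (26 cells, 16 of them from MGT_E160m MouseID-651229). It was detected in 8.64% of astrocyte-like cells in CBX (7 cells) and 1.51% of those in VISp (11 cells). Without those cells, 14.9% of 3832 genes were called between MB/HB and VISp, 6.68% higher and 8.22% lower.

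Of the 10 tissue genes fixed beforehand, 9 were past the threshold between CBX and VISp over all genes tested and 9 when adjusted over the list alone. Between MB/HB and VISp the counts were 9 and, adjusted over the list alone, 10. Between CBX and MB/HB they were 4 and, adjusted over the list alone, 5. Lhx2 was 7.63 ± 0.30 in VISp (SD, n = 19), 0.40 ± 0.34 in MB/HB (SD, n = 4) and 1.86 ± 2.37 in CBX (SD, n = 2). Its log2 fold change was -7.22 in MB/HB (SE 0.31, limma adjusted p 2.6e-17) and -5.77 in CBX (SE 0.42, limma adjusted p 4.0e-12). These SEs use the spread pooled over 25 mice, whereas Lhx2 was 0.19 and 3.53 in the 2 CBX mice. Mfge8 was lower than in VISp by a log2 fold change of -3.58 in MB/HB (limma adjusted p 1.1e-14) and -1.84 in CBX (limma adjusted p 4.7e-06). Emx2 was listed at 0 in both CBX mice, was 0.32 ± 0.56 in MB/HB (SD, n = 4) and 5.41 ± 0.88 in VISp (SD, n = 19).

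Agt and Itih3 were higher than in VISp in both other tissues. Agt was 11.25 ± 0.23 in MB/HB (SD, n = 4), 8.67 ± 0.31 in CBX (SD, n = 2) and 6.98 ± 0.52 in VISp (SD, n = 19). Itih3 had log2 fold changes of 2.11 in MB/HB (limma adjusted p 2.3e-08) and 2.27 in CBX (limma adjusted p 1.2e-06). Slc6a11 was higher in MB/HB by 1.68 (limma adjusted p 0.000142) and lower in CBX, at -4.41 (limma adjusted p 8.7e-10). Slc6a9 was higher by 4.56 in MB/HB (limma adjusted p 1.2e-05) and by 3.03 in CBX (limma adjusted p 0.0282). The call of Slc6a9 in CBX was lost with the sort plate as covariate (limma adjusted p 0.0791) and with a pseudocount of 0.1 CPM (0.135). It was also lost with clusters named by the ratio of mean CPM (0.0531). Leaving out either CBX mouse also lost the call, in fits that leave 1 CBX mouse. The change was 2.73 without CBX MouseID-614198 and 3.32 without MouseID-651221.

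Gdf10 was 11.04 ± 0.14 in CBX (SD, n = 2) and 5.89 ± 1.26 in VISp (SD, n = 19). Its log2 fold change in CBX was 5.15 (SE 1.28, limma adjusted p 0.00442), and the call was lost without CBX MouseID-614198 (0.0896) or MouseID-651221 (0.0759). In MB/HB, Gdf10 was 8.75 in eHGT_381h MouseID-615516 and listed at 0 in the other 3 mice, with a log2 fold change of -3.70 (limma adjusted p 0.00584). That call was lost without any 1 of the 3 mice listed at 0, with limma adjusted p-values of 0.0551, 0.0613 and 0.0640. It was also lost with the sort plate as covariate (-1.25, limma adjusted p 0.704). That fit draws MB/HB from the eHGT_381h mice alone, since no other mouse shared the main plate of the MGT_E160m mice. Its loss of the call therefore does not show an effect of the plate. Gfap was past the threshold in neither contrast with VISp when adjusted over all genes. Its change was -0.22 in CBX (limma adjusted p 0.926) and -1.33 in MB/HB (limma adjusted p 0.115). Without cells carrying other-type RNA, Gfap in MB/HB was past the threshold (-1.62, limma adjusted p 0.0422).

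**Figure D2:**
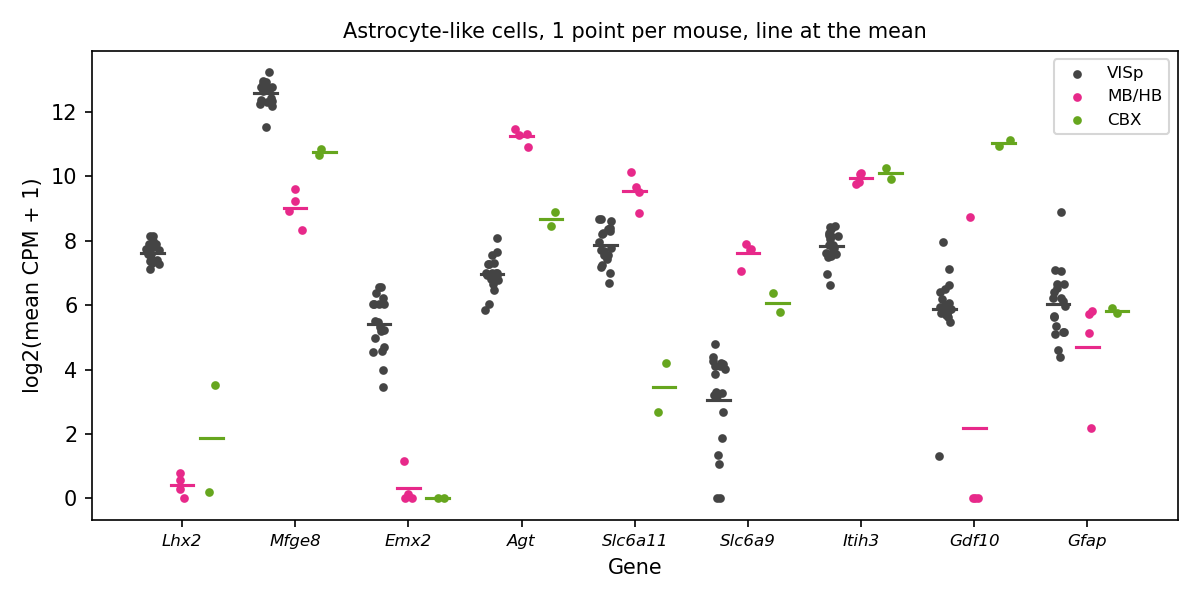
Level of 9 of the tissue genes fixed beforehand (vertical axis, log2 of mean CPM + 1; horizontal axis, gene) in astrocyte-like cells, with 1 point per mouse and a line at the mean of each tissue (VISp, 19 mice; MB/HB, 4; CBX, 2). Emx2 was listed at 0 in both CBX mice, and 1 MB/HB mouse had Gdf10 at 8.75 while the other 3 were listed at 0.

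Under the naming rule, the genes with the largest positive change in CBX over VISp were Trf (9.36, SE 1.39, limma adjusted p 5.4e-06), Gria1 (5.97, SE 0.87, limma adjusted p 3.7e-06), Sept4 (5.22, SE 0.56, limma adjusted p 1.3e-08) and Gdf10. The largest negative changes were in Chrdl1, Cyp4f15, Meis2 and Ddit4l. Chrdl1, Cyp4f15 and Ddit4l were listed at 0 in both CBX mice, and their VISp levels were 8.56 ± 0.38, 8.29 ± 0.35 and 7.37 ± 0.53 (SD, n = 19). Meis2 changed by -7.53 (SE 0.29, limma adjusted p 7.2e-19).

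In MB/HB the largest positive changes over VISp included Kcnd2 (5.25, SE 0.87, limma adjusted p 4.1e-05), Slc6a9 and Agt (4.27, SE 0.25, limma adjusted p 2.2e-14). All 12 oligodendrocyte markers fixed beforehand were higher in MB/HB. The largest negative changes included Chrdl1, listed at 0 in all 4 MB/HB mice, Lhx2 and Dkk3 (-6.17, SE 0.39, limma adjusted p 1.4e-13).

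Between CBX and MB/HB the largest positive changes in CBX were in Gdf10 (8.86), Vim (5.02), Sept4 (4.88) and Hopx (4.69), with limma adjusted p-values from 1.7e-08 to 6.5e-05. The largest negative changes were in Olig1 (-7.97), Cd38 (-7.91), Igfbp2 (-7.79) and Gpc5 (-7.40), with limma adjusted p-values from 7.9e-17 to 0.000128. Mouse values did not overlap between the tissues for any of these genes.

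The last comparisons asked whether cells of 1 class differed with the vector within VISp. In astrocyte-like cells of 14 mice and 7 vectors, the limma F-test called 0 of 3646 genes, and 4.39% had an unadjusted p under 0.05. The smallest p among the genes of the naming rule was 0.00281, for Actb (limma adjusted p 0.853), followed by Hopx, Ola1, Pja1 and Cdh19. Actb was read with the caveat that related genes and pseudogenes can share its reads. In the simulated data this F-test recovered 11.1% of the genes changed in a single vector. In oligodendrocyte-like cells of 12 mice and 5 vectors it called 5 of 3272 genes, and 7.43% had an unadjusted p under 0.05. The 5 genes were Ldb3 (limma adjusted p 0.0123), Hopx, Sgk1 and Mmd2 (each 0.0197), and Cry1 (0.0497), which lies outside the naming rule and is named after its value was seen. Paqr8, the remaining gene of the rule, had a limma adjusted p of 0.0690. Within AB plates the count was 0, and it ranged from 0 to 45 when 1 mouse was left out. It was 0 without MBP_promoter MouseID-651227, eHGT_395h MouseID-562430, eHGT_409h MouseID-641433 or eHGT_641m MouseID-617305. It was 1 without eHGT_409h MouseID-619577, 2 without eHGT_395h MouseID-617307 or eHGT_641m MouseID-601543, and 45 without MBP_promoter MouseID-638254. Of the 6 oligodendrocyte genes fixed beforehand, 0 were past the threshold over all genes tested and 1 when adjusted over the list alone.

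In astrocyte-like cells, GFAP_promoter (2 mice) against the other 6 vectors (12 mice) gave 0 genes past the limma threshold, and 2.83% of the 3646 genes had an unadjusted p under 0.05. Gfap was 7.98 ± 1.29 with GFAP_promoter (SD, n = 2), at a log2 difference of 2.07 (SE 0.64, limma adjusted p 0.997 over all genes; limma p 0.00592 as the only gene fixed beforehand for this contrast). The difference was 1.16 without GFAP_promoter MouseID-651226 and 2.98 without MouseID-630479, and mouse values overlapped, with a GFAP_promoter minimum of 7.06 and an eHGT_390m maximum of 7.11. In oligodendrocyte-like cells, MBP_promoter (2 mice) against the other 4 vectors (10 mice) gave 37 of 3272 genes (1.13%) past the limma threshold, 7 higher and 30 lower, with 32 of them among 3044 random genes. The percentage was 4.36% without MBP_promoter MouseID-638254 and 0.307% without MouseID-651227, and it was 0.603% within AB plates. Mbp itself was 13.68 ± 0.0016 with MBP_promoter (SD, n = 2), at a log2 difference of 0.08 (SE 0.19, limma adjusted p 0.873). The genes of the rule with negative changes were Ldb3 (-4.45, SE 0.48, limma adjusted p 0.000366), Hopx (-4.43), Fgf1 (-4.36) and Mmd2 (-4.15). With the class called per cell, Hopx and Mmd2 were lost (-2.26 and -1.67, limma adjusted p 0.0604 and 0.0671). They were lost in 4 and 3 of 28 alternatives, and Ldb3 and Fgf1 in 1 each. Those with positive changes were Cirbp (1.76, limma adjusted p 0.0480), Actg1 (1.39, limma adjusted p 0.0192) and Il33 (0.77, limma adjusted p 0.0278). Reads of Actg1 can be shared with related genes and pseudogenes. The 3 higher genes fell back across the threshold without MBP_promoter MouseID-651227, with limma adjusted p-values of 0.208, 0.269 and 0.209. Cirbp and Il33 did so also without MouseID-638254 (limma adjusted p 0.124 and 0.104), and in 14 and 11 of 28 alternatives. Of the 6 oligodendrocyte genes fixed beforehand, 1 was past the threshold over all genes tested and 2 when adjusted over the list alone.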

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

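All tests of explanations in this part were chosen after the result was seen, and the one for Gdf10 was repeated without Gdf10 among the clustering genes after its first result, which was also 100%. The 4 MB/HB mice are the one tissue group of a size that was searched for a mouse far from the others, over 16 measures (2 cell shares and 14 gene levels in astrocyte-like cells). In 4 of these, 1 mouse stood apart, where chance picks out about 1 in 20 groups. The measures are not independent, several lie at or near 0, and no correction was made for their number.

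The neuron-like share was 27.3% in eHGT_381h MouseID-651222 (12 of 44 cells) and at most 5.13% in the other 3 MB/HB mice, and the gap made up 0.879 of the range. Counting error alone is argued against, since the lower bound of the exact 95% interval of that mouse was 14.96%, above the 9.20% of all MB/HB cells together. Its interval still overlapped that of MGT_E160m MouseID-651229, which reached 17.3%. The other mouse given the same vector had 1 neuron-like cell of 48, so the vector by itself gives no account of it. Differences in dissection, in the sort gate or between animals were not tested, and no biological explanation was tested.

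Gdf10 in astrocyte-like cells was 8.75 in eHGT_381h MouseID-615516 and listed at 0 in the other 3 mice, so the gap made up 1.0 of the range. In that mouse 6 of 41 astrocyte-like cells carried Gdf10. When cells were clustered without Gdf10, those cells fell in a cluster of 85 cells that held 79 of the 81 CBX cells, and cells of that cluster carried 100% of the Gdf10 of the mouse. Cells of the CBX mice placed under this mouse are argued against. Of its 6 Gdf10 cells, 0 carried 3 or more reads of Y genes and 5 carried as many of Xist, whereas 92.6% of the CBX cells carried such Y reads. A candidate explanation is that a few cells of the kind sorted from CBX were collected with the MB/HB tissue of this mouse. A kind of cell that occurs in both tissues stays open as well.

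Emx2 in astrocyte-like cells was 1.16 in MGT_E160m MouseID-651229 and at most 0.13 in the other 3 MB/HB mice, a gap of 0.886 of the range. All of it came from 1 of the 36 cells of that mouse, which is what single cells near the floor may give. No biological explanation was tested.

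Kcnd2 in astrocyte-like cells was 9.43 in eHGT_381h MouseID-651222 and 10.14 to 10.21 in the other 3 MB/HB mice, a gap of 0.904 of the range. Dilution by cells carrying other-type RNA is argued against, because the gap was 0.984 of the range without those cells. The value of this mouse stayed above the highest VISp mouse, at 7.45. Over all its cells this mouse had a median of 2882.5 genes detected, against 3871 to 5032 in the other 3. Whether this bears on Kcnd2 was not tested. The cause of the gap stays open, and no biological explanation was tested.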

How the results depend on the processing

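The alternatives with pseudocounts, summed reads, median-of-ratios scaling, the mean of log2 over cells, other naming of clusters, cluster resolutions in the gene models, removal of cells carrying other-type RNA and the sort plate as covariate were chosen after the data were seen. The others were planned. The planned count model and its second tool were not run: no count model was used on a table deposited as CPM, although reads could be recovered from it, and the planned second scaling of counts was replaced by median-of-ratios scaling of mean CPM. Tissue and MBP_promoter contrasts are given as percent of the genes tested, and F-tests and GFAP_promoter as numbers of genes. No paired analysis was possible because the vectors and tissues share no replicate numbers. Sort plates are shared, and a fit with the plate that holds most cells of a mouse as covariate gave 10.8% for CBX versus VISp, 10.4% for MB/HB versus VISp and 8.05% for CBX versus MB/HB. Its medians of all genes shifted by 0.05, -0.11 and 0.16. Its MB/HB values rest on the eHGT_381h mice, since the main plate of both MGT_E160m mice was that of no other mouse. This fit lost the calls of Slc6a9 in CBX and of Gdf10 in MB/HB and gained that of Lhx2 between CBX and MB/HB (2.25, limma adjusted p 0.0237). Within VISp it gave no value, since a model with plates could not be estimated.

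The tests of the astrocyte-like and oligodendrocyte-like shares kept their side of the threshold under all 9 alternatives other than leaving out mice. Eta squared was 0.985 to 0.994 (highest p 1.0e-04) and 0.986 to 0.996 (highest p 3.0e-05). With each mouse left out in turn it was 0.990 to 0.995 and 0.993 to 0.997. For the share outside both classes it was 0.778 to 0.936 (highest p 0.0308). It was 0.684 to 0.858 with mice left out, and only the loss of MBP_promoter MouseID-651227 moved it across the threshold (0.684, p 0.0739). The class called per cell was the same before and after thinning in every cell. The median SD between mice was 1.57 to 5.33 points, and 2.95 to 3.98 with mice left out.

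The difference of eHGT_390m from eHGT_390h was -3.87 points at resolution 2, -10.4 with clusters named by the ratio of mean CPM and -2.49 without the rule on mixed clusters. Naming by the ratio also gave -12.7 for eHGT_390m minus 3xCore2(390m), 21.3 for eHGT_396m minus eHGT_396h and -9.65 for eHGT_400m minus eHGT_400h, the last a change of sign. By construction this naming leaves 7 clusters unnamed. It gave no value for both MB/HB contrasts, with 6 MB/HB astrocyte-like cells left. A minimum of 20 cells gave none for MBP_promoter, which had 17 cells in 1 mouse. With each mouse left out, the differences of eHGT_390m were -5.71 to -4.26 from eHGT_390h and -2.66 to -0.73 from 3xCore2(390m).

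The mean of log2 over cells gave 38.6% for CBX versus VISp, with 82.7% of the genes called higher against 48.3% in the main analysis, and 40.3% for CBX versus MB/HB, with 86.3% higher against 43.1%. The medians of all genes shifted by 0.43 and 0.64, so these splits are relative to that shift, and 34.2% and 25.4% of the genes were also called in the main analysis. For MB/HB versus VISp it gave 16.8% against 14.9%, with 38.9% of them higher against 55.8%, with a shift of -0.23. It gave 1 gene for each F-test and for GFAP_promoter (shift 0.16), and 0.270% for MBP_promoter (6 genes, shift -0.20), 66.7% of them higher against 18.9%. The cause was not tested. Without cells carrying other-type RNA, MB/HB versus VISp gave 14.9%, 44.8% of them higher, with a shift of -0.10. Scaling by median of ratios kept the 3 percentages within 1.5 times their main values. MB/HB versus VISp kept within 1.5 times its main value in all 17 alternatives that gave one (10.4% to 16.8%).

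Without a filter on low values the F-test gave 10 genes in astrocyte-like and 12 in oligodendrocyte-like cells, and MBP_promoter gave 0.441%. For oligodendrocyte-like cells the F-test gave 0 on AB plates alone and with naming by the ratio. With at least 20 cells the count was also 0, but that fit had 10 mice and left out MBP_promoter. It therefore compares the other vectors alone and is not the same test. The F-test gave 3 with the class called per cell, with the plate prefix as covariate, and at resolutions 0.5 and 2. Without the rule on mixed clusters it gave 2. A pseudocount of 4 CPM gave 1 gene for GFAP_promoter, and AB plates alone gave 0.603% for MBP_promoter. AB plates alone leave fewer mice, and the minimum of 20 cells leaves out MBP_promoter. Otherwise the cause was not tested.

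With each mouse left out, the values ranged from 7.35% to 14.1% for CBX versus VISp, 12.2% to 15.7% for MB/HB versus VISp and 5.72% to 11.7% for CBX versus MB/HB. The low ends of both CBX contrasts are the fits without CBX MouseID-651221; without MouseID-614198 they were 7.92% and 6.00%. In these, CBX has 1 mouse, which is assumed to vary like the other groups. The F-tests gave 0 to 1 in astrocyte-like cells (1 without eHGT_374m MouseID-630481) and 0 to 45 in oligodendrocyte-like cells. The 45 arose without MBP_promoter MouseID-638254, and 0 without MBP_promoter MouseID-651227, eHGT_395h MouseID-562430, eHGT_409h MouseID-641433 or eHGT_641m MouseID-617305. It was 1 without eHGT_409h MouseID-619577 and 2 without eHGT_395h MouseID-617307 or eHGT_641m MouseID-601543. MBP_promoter gave 0.307% (without MouseID-651227, 0% of them higher against 18.9%) to 4.36% (without MouseID-638254, 7.04% higher), and GFAP_promoter gave 0 throughout.

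For the named genes, 2788 of 2902 values under an alternative kept their direction and side of the threshold, 3.51% lost the threshold, 12 gained it and 0 changed sign with a call. The F-test calls of Hopx and Mmd2 in oligodendrocyte-like cells were lost in 16 and 19 of 29 alternatives. These include the minimum of 20 cells, a fit without MBP_promoter. The call of Cirbp with MBP_promoter was lost in 14 of 28.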

Other observations

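The tests of doublets in MBP_promoter mice, of endothelial RNA, of cell numbers in MBP_promoter mice and of reads of the other sex were chosen after the result was seen, and the others before it.

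Chance is argued against for the 586 genes called between MB/HB and VISp astrocyte-like cells, since only the real split among 100 splits of the mice gave as many genes (1 of 100). The other 99 gave at most 58. For the 5 genes of the F-test in oligodendrocyte-like cells, 2 of 100 reassignments gave as many, so chance is an unlikely account of that count, which still fell to 0 without any 1 of 4 mice. For the 0 genes of the F-test in astrocyte-like cells (limma; 4.39% of genes at an unadjusted p under 0.05), 100 of 100 did, which a count of 0 fixes by itself.

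Genes higher in MB/HB than in VISp astrocyte-like cells may in part be RNA of other cells. The 12 oligodendrocyte markers had a median log2 fold change of 2.34, with 12 higher and 10 past the limma threshold; Mbp, the most abundant, was 9.42 in MB/HB against 6.85 in VISp, and Cnp, which was not called, 8.17 against 7.86. The 7 endothelial markers were all called, with a median of 4.92, and the mural list had 2.22. The fibroblast list had 1.94 (3 genes tested), oligodendrocyte precursor 0.90, newly formed oligodendrocyte 0.76, ependymal 0.49, neuron -0.10, astrocyte -0.11 and microglia -0.55. Without the cells carrying other-type RNA the endothelial median was 0.58 over the 4 genes still tested, partly by construction, and the oligodendrocyte median was 1.36. The genes higher in MB/HB fell from 8.31% to 6.68% of those tested. Both moves are what carried-over endothelial RNA would give, but 70.9% of the genes higher in MB/HB stayed called higher, which argues against it as the whole cause. MGT_E160m MouseID-651229 carried 16 of the 26 such cells. Oligodendrocyte RNA stays open, and so do tissue and vector, which are confounded.

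Neuron-like cells made up much of both MBP_promoter mice. Had they been sorted through an attached oligodendrocyte or its free RNA, they would carry more oligodendrocyte RNA than other neuron-like cells. The median over cells of the mean log2 level of the oligodendrocyte markers was 0.61 (0.608) in the 48 MBP_promoter neuron-like cells and 0.73 in the 52 of other vectors, 16 of them from MB/HB, against 11.53 in oligodendrocyte-like cells of MBP_promoter. In the 36 VISp cells of other vectors it was 0.82. The median hides single cells: 6 of these 36 lay above 0.5 of the level of oligodendrocyte-like cells, up to 10.73, while 0 of the 48 did, with a highest value of 2.01. This argues against doublets or free RNA. Gad1 was detected in 93.8% and Sst in 54.2% of the 48 cells, against 52.8% and 27.8% of the 36 VISp cells. Reporter expression driven in these neurons and a sort gate that let them pass both stay open, and neither was tested.

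In oligodendrocyte-like cells, 30 of the 37 genes called with MBP_promoter were lower. Its mice had 29 and 17 cells of this class, and in fewer cells a gene is more often missed. In 20 draws of 17 cells from every mouse, a median of 11 genes was called (3 to 19), 7 lower and 2.5 higher. The excess of lower genes remained in part, but the draws also lose power, so the effect of the number of cells and a difference of the cells cannot be told apart.

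The 2 mice with more than 48 cells were searched for cells of another mouse under 1 mouse name. At 3 or more reads of Xist or of Y genes, 0 of the 2 had cells of both sexes. Cells of another mouse of the same sex cannot be told apart in this way. Over all mice, 7 carried Xist and 40 carried Y genes. In the 7 Xist mice, 50 cells had a Y read, and 98% of these had 1 or 2, with a median of 1 against 123.5 in Y mice. This is consistent with reads of other libraries of the same plates. The threshold of 3 reads was set after 7 mice had shown both sexes at 1 read.

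The mean level of 10 immediate-early genes in astrocyte-like cells differed between mice (0.10 to 3.09 on the log2 scale). In 21 mice of 6 shared plates, the plate accounted for 0.451 of the variance (permutation p 0.0762), and a plate batch cannot be told apart from differences between mice with this number of plates.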
